A study of Homo sapiens
Mus musculus and Homo sapiens with 16 samples. Its data were reported in "MicroRNA Expression Characterizes Oligometastasis(es)" (2011).

How the data were processed

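Gene expression was measured on 16 one-colour arrays, each hybridised with cyanine-3 labelled RNA from a single sample. Whole lungs of nude mice that carried MDA-MB-435-GFP human tumour cells were measured on a platform with probes of the human and mouse catalogues. These lungs came from round 3 of an experimental lung colonization assay, with 4 animals labelled oligometastatic and 4 labelled polymetastatic. Derivative cell lines named L1 (oligometastasis-like) and L1Mic (polymetastasis-like), from round 2, were measured on a human platform with 4 arrays each. In most places the study describes fewer L1 lines from this round than the labels give L1 samples, but once it gives 4 lines per phenotype. An L1 array could thus be a repeat of another. The highest correlation within L1, 0.981, lay below the lowest within L1Mic, 0.987, which gives no sign of a repeat. The labels do not tell, and all were counted as replicates of the group. Groups and replicate numbers were taken from the sample labels. The study used these models to ask which genes change with the spread of metastases under microRNA-200c.

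The authors deposited 1 scanner file per array, made with Feature Extraction 9.5.1.1, whose intensity columns hold the processed signal, the mean spot signal and the median local background of the green channel, with no scaling between arrays. The authors also deposited a processed table per platform in log2 units, with 92852 features for the xenografts and 30982 for the cell lines. Their scaling was not stated. Their columns have near-equal quantiles and the ranks of the scanner values, as after quantile normalization between arrays. These tables were used only as an alternative. Per rank correlation with the scanner files, all 8 columns of the cell line table hold the values of their own sample. Of the 8 columns for the xenografts, 2 match the scanner file of their own sample best and 6 match that of another sample. The 8 columns run in the order of slide and position of the scanner files, so that the table and the scanner files place 4 of 8 lungs in different groups. Nothing used here settles which is right, and the scanner files were taken as the main source. The xenograft scanner files also carry red-channel values, which are identical in all 8 files (45018 values) and were not used.

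The main values were log2 of the processed signal minus each array's 75th percentile of it. Control spots and spots that Feature Extraction marked as non-uniform or population outliers were left out, saturated spots were kept, and spots of the same probe were averaged. A probe was kept when it was well above background on every array of at least 1 group, in at least 0.5 of its spots. This left 37526 of 92872 xenograft probes and 25388 of 41000 cell line probes. Xenograft probes were called human when the same probe is on the human platform and mouse when the probe name has a prefix of the mouse catalogues, and the remaining ones were left unassigned. Among the kept probes 12102 were human, 19331 mouse and 6093 unassigned. A human name does not exclude that mouse RNA binds the probe.

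Gene names came from a RefSeq table (GRCh38.p14), used for names only. Of 41000 human probes, 23434 (57.2%) had an accession in that table. The others kept the name in the files. Coordinates are those of the array files (hg17). Each of the study's genes and each gene of a list was represented by its brightest probe. The other named genes were represented by the eligible probe with the smallest p. Of these, DNAJA1, HLA-DRB3, HSPA1A, TRIM6, PLA2G4C and EBI3 have a further kept probe whose group difference is not given. Other probes of the study's genes are given where they differ in sign, size or overlap by more than a little, by judgement after their values were seen.

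The groups were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided), separately on each platform, with Benjamini-Hochberg adjustment and a threshold of 0.05. Single values per array (the first principal component, the signal of human over mouse probes, and single genes) were compared by an exact two-sided permutation test over the 70 assignments of 8 arrays, whose smallest p is 0.0286. The study's methods given here name no test for these arrays. The two-tailed t-test they name for microRNA was run as an alternative and is called the methods' t-test. The tests, the gene lists and most alternatives were fixed before the data were examined. Genes named in the text follow a rule. Of probes past the threshold whose values do not overlap between groups, the 5 largest rises and the 5 largest falls were named. Where none passed, the 3 genes each way with the smallest unadjusted p were named as below the threshold. The 8 genes that the study names for these models (ZEB1, ZEB2, CDH1, VIM, NEDD4, NEDD4L, FGD1 and USP25) were reported in every case. The study chose FGD1 and USP25 on the xenograft samples and NEDD4L on the cell line samples, so a count adjusted over the list alone is not independent evidence.

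Lists of microRNA-200 family targets, epithelial, mesenchymal, melanocyte lineage, lung and proliferation genes, written from general knowledge, were tested with camera and an estimated correlation between genes, adjusted over the 6 lists. A camera preset correlation of 0.01 and fry were alternatives. Where no array of a group had a probe well above background, the difference is given as at least N-fold. It sets the mean of the brighter group against the mean, in the dimmer group, of the higher of the probe's own signal and the lowest signal among probes well above background on that array.

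Data with 200 changed probes were simulated, each probe drawn independently from a normal distribution with its own mean and its own SD within groups. On them limma recovered 89% at a log2 change of 2 in the cell lines, with 10 false calls among 188. In the xenografts it recovered 0% at a log2 change of 2, 51% at 4 and 80% at 6. The contrast between platforms recovered 56.5% at a log2 change of 4, with 22 false calls among 135. It pools the spread of both platforms, and whether this raises the false calls was not tested. Variation that probes share across arrays is absent from the simulation. The recovered shares and false calls therefore need not hold for the real arrays. The number of arrays limits the precision of every value.

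Alternatives tried were normexp background correction (offset 50), quantile normalization, the authors' tables, no filter or a stricter filter on dim probes, leaving out each array, the replicate number as a block, slide or scan as a block, the methods' t-test, a trended and robust prior, an added log2 threshold of 1, 1 probe per gene, scaling over human probes, the median over a gene's probes, and matching by gene symbol or rank correlation. The 4 xenograft slides each hold 1 array of each group, so slide and replicate number are the same block there, and position on the slide cannot be separated from group. The cell line arrays come from 2 scans with 2 arrays of each group in each. Both scans carry 1 slide barcode. Chosen after seeing the data were the xenograft table with its columns re-paired to the scanner files, the human over mouse signal as a covariate, and normexp without spots whose local background was over 10 times the array median. Figures were drawn with matplotlib 3.10.9.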

Results

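The data comprised 4 oligometastatic and 4 polymetastatic xenograft lungs and 4 arrays each of the L1 and L1Mic cell lines. The 75th percentile of the processed signal lay between 70.7 and 133 units on the xenograft arrays and between 198 and 298 on the cell line arrays, over median local backgrounds of 30 to 34 and 28 to 29. Between 39.8% and 53.1% of xenograft spots and between 63.0% and 66.3% of cell line spots were well above background.

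Whole lungs hold mouse and human RNA, so the signal of both was compared first. Human probes well above background made up 31.9% ± 15.1 (SD, n = 4) of all human probes on oligometastatic arrays and 44.6% ± 9.78 (SD, n = 4) on polymetastatic arrays. For mouse probes these shares were 52.1% ± 5.63 and 51.3% ± 2.02. The median signal of kept human probes minus that of kept mouse probes was -1.12 ± 2.33 in the oligometastatic group and 0.11 ± 1.29 in the polymetastatic group (log2, SD, n = 4). The difference of 1.23 was smaller than the spread between oligometastatic replicates (exact permutation p = 0.429, two-sided). It was 2.37 without oligometastatic replicate 1, 2.62 without polymetastatic replicate 3, 0.74 without oligometastatic replicate 2 and 0.73 without oligometastatic replicate 4. Oligometastatic replicate 1 had the highest value of all arrays, 2.29, and polymetastatic replicate 3 the lowest of its group, -1.76. With the authors' xenograft table, which names the columns differently, the difference was -1.07.

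**Figure D1:**
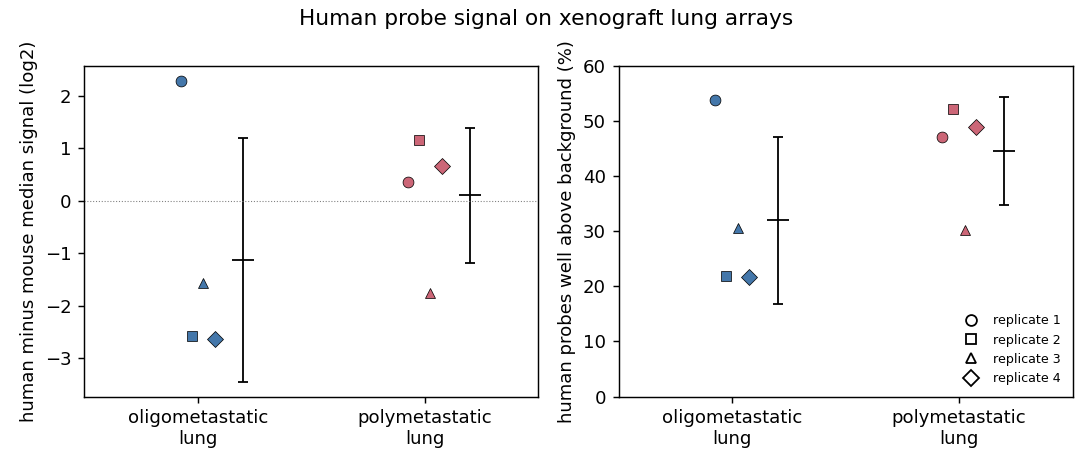
Median log2 signal of human minus mouse probes (left) and percent of human probes well above background (right) on each xenograft lung array. Symbols mark the replicate, bars the mean and SD of 4 arrays; oligometastatic replicate 1, at 2.29, lies above every polymetastatic array.

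The first principal component held 87.8% of the variance among xenograft arrays. It did not separate the groups (exact permutation p = 0.257, two-sided), and 97.6% of mouse probes loaded on its negative side while 66.0% of human probes loaded on the positive side. Correlations between xenograft arrays ran from 0.193 to 0.990.

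**Figure D2:**
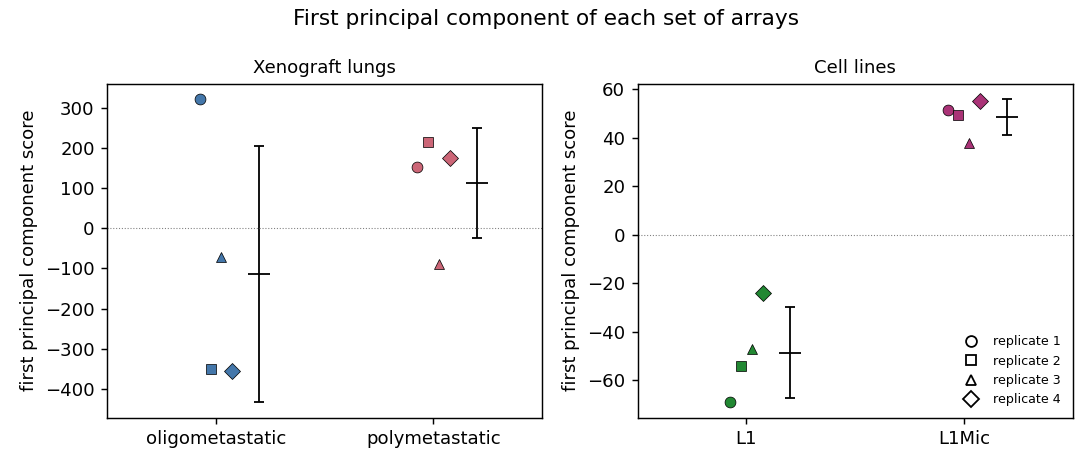
Score of each array on the first principal component of its platform (arbitrary units), with the mean and SD of 4 arrays beside the points. The xenograft groups overlap, and the L1 and L1Mic arrays do not.

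The comparison of polymetastatic with oligometastatic lungs asked which transcripts differ with the extent of spread in the animal. With limma, 0 of 37526 probes passed the threshold. The smallest adjusted p was 0.792, and 636 probes (1.69%) had an unadjusted p under 0.05. The methods' t-test gave 1117 probes unadjusted and 0 after Benjamini-Hochberg adjustment. The count rested on a single array, since 8393 probes passed without oligometastatic replicate 1, the array with the highest human signal. The smallest adjusted p without that array was 0.0454. The values of 530 probes (1.41%) did not overlap between the groups, where chance gives 2.86%. The median difference was -0.36 over all kept probes, 0.29 over human probes and -0.49 over mouse probes.

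Below the threshold, the genes with the smallest unadjusted p that were higher in polymetastatic lungs were PROM1 (-2.44 ± 0.56 against -0.94 ± 0.36, mean log2 signal and SD, n = 4), TNFRSF25 (a log2 difference of 3.98) and TMEM49 (3.62). TNFRSF25 and TMEM49 were well above background in 1 of 4 oligometastatic lungs, replicate 1, and in 4 of 4 polymetastatic lungs. The size of these differences depended on the processing. With normexp, TNFRSF25 differed by 1.13, TMEM49 by 0.94 and PROM1 by 0.34, and with quantile normalization by 4.07, 3.78 and 1.24. The PROM1 probe was not among those kept in the cell lines. Its signal was lowest, at -3.21, in oligometastatic replicate 1, the lung with the highest human signal. Whether this signal comes from human or mouse RNA cannot be told. Lower in polymetastatic lungs were DNAJA1 (-1.45 ± 0.41, log2 difference and SE), HLA-DRB3 (-1.90 ± 0.54) and HSPA1A (-2.49 ± 0.77). HSPA1A has a near-identical copy and HLA-DRB3 belongs to a family of similar genes, so their probes are not specific. The adjusted p of each was 0.792, and the values of PROM1, DNAJA1, HLA-DRB3 and HSPA1A did not overlap between the groups. Without oligometastatic replicate 1, PROM1 (1.24, adjusted p 0.0455), TNFRSF25 (at least 8.66-fold higher), TMEM49 (at least 5.69-fold higher), DNAJA1 (-1.46) and HLA-DRB3 (-2.14, each with an adjusted p of 0.0454) passed the threshold.

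Of the 8 genes named by the study, 5 were kept in the xenografts, and 0 passed the threshold, both over all probes and adjusted over the list alone (limma, 1 gene at an unadjusted p under 0.05). That gene was USP25 (chromosome 21, 16172636 to 16172695), at -1.88 ± 0.37 in oligometastatic and -3.03 ± 0.40 in polymetastatic lungs (log2 signal, SD, n = 4), a difference of -1.15 ± 0.42 (SE) with no overlap (exact permutation p = 0.0286, the smallest possible). Its adjusted p was 0.792 over all probes and 0.115 adjusted over the list alone, and its probe was not well above background in 1 of the 4 polymetastatic lungs. With quantile normalization the difference of USP25 was -1.54, and it passed over the list alone (adjusted p 0.00851). Over its alternatives that p ran from 0.000266 with the human minus mouse covariate to 0.802 with the authors' table. ZEB2 differed by -0.66, NEDD4L by -0.34, FGD1 by -0.40 and VIM by 0.97, each by less than 2 SE. A further NEDD4L probe went the other way, at 2.23, and the further VIM probe differed by 1.90. Oligometastatic replicates 2, 3 and 4 and polymetastatic replicate 3 had a lower human minus mouse signal than all other lungs. In them the brightest probes of ZEB2 (1.82 to 2.36 against 0.88 to 1.38) and NEDD4L were higher than in all other lungs, and VIM was lower. FGD1 did not follow this split. The values of ZEB2, NEDD4L and VIM may thus reflect the mix of human and mouse RNA. A further FGD1 probe, not kept, was well above background in 1 of 4 oligometastatic and 3 of 4 polymetastatic lungs. Its values did not overlap (-2.51 ± 0.57 against -3.39 ± 0.57, SD, n = 4, exact permutation p = 0.0286). Most of the oligometastatic values were not well above background, so this gap does not show a fall of FGD1. ZEB1, CDH1 and NEDD4 were not well above background on every array of either group. ZEB2, VIM, NEDD4L and FGD1 changed sign with the authors' table.

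**Figure D3:**
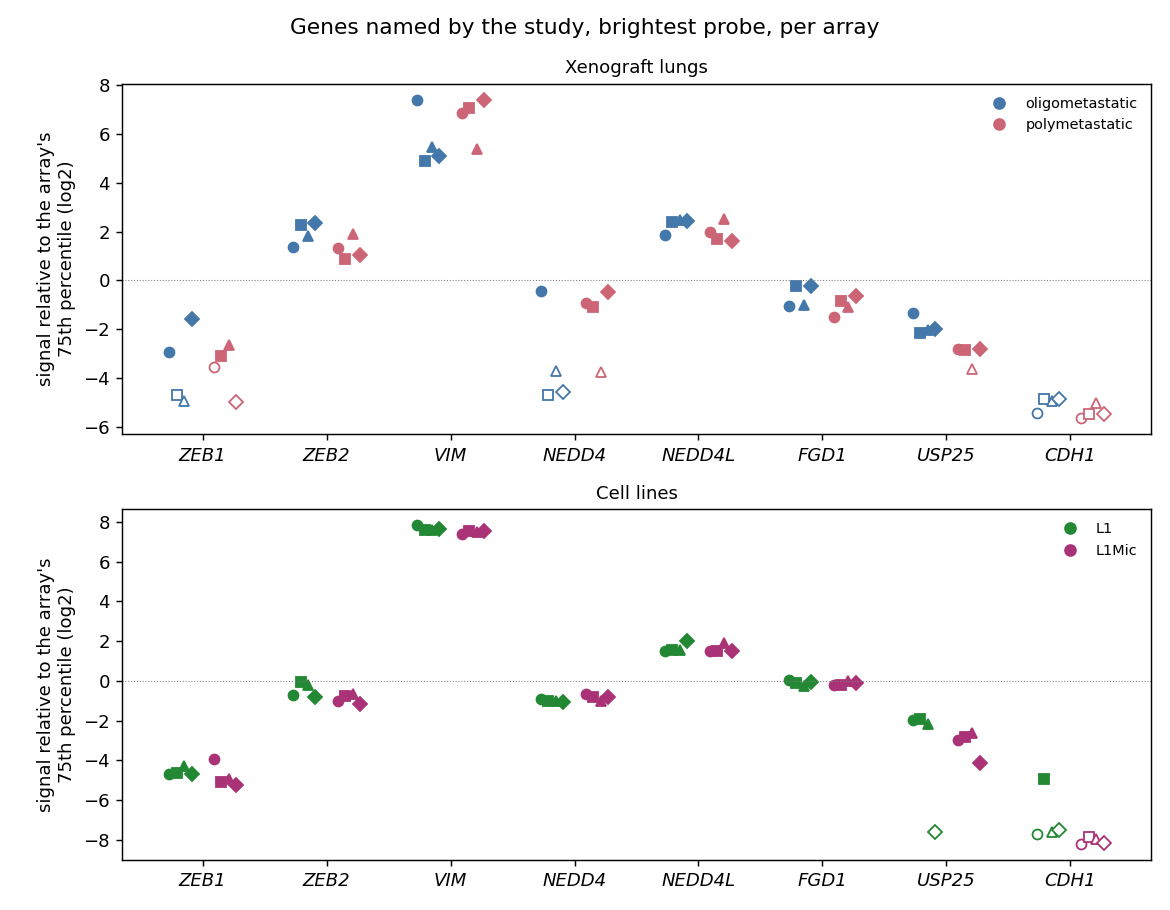
Log2 signal of the brightest probe of each gene named by the study, relative to the array's 75th percentile, on each array of the xenografts (top) and cell lines (bottom). Symbols mark the replicate as in the plot of human probe signal, and open symbols mark arrays where the probe was not well above background.

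No gene list passed in the xenografts with camera and an estimated correlation (0 of 6 lists). The proliferation list (15 of 25 genes kept) had the largest list mean difference, from -1.39 ± 2.48 to 0.42 ± 0.95 (SD, n = 4), with a median difference of 1.59 and an adjusted p of 0.720. It passed only with the preset correlation (adjusted p 0.0390) and not with fry (adjusted p 0.557), while 3 of 4 oligometastatic arrays lay below every polymetastatic array. Median differences were 1.87 for the melanocyte lineage list (16 of 20 genes), 0.31 for the mesenchymal list (15 of 24), -0.20 for the epithelial list (9 of 26) and -0.29 for the lung list (8 of 20), each with an adjusted p of 0.720. For the microRNA-200 target list (27 of 50 genes) the median difference was -0.00, the mean 0.72, and camera pointed down while fry pointed up. All list means followed the human minus mouse signal, which was lowest in oligometastatic replicates 2, 3 and 4 and polymetastatic replicate 3. In these lungs the epithelial and lung lists were higher than in all other lungs, and the remaining lists lower. The list differences may thus reflect tumour content.

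The comparison of L1Mic with L1 cells asked which transcripts differ between the lines in culture. Limma placed 5314 of 25388 probes (20.9%), in 2992 genes, past the threshold, with 2284 higher and 3030 lower in L1Mic. Of these, 1730 differed by at least 1 on the log2 scale. The groups did not overlap at 7173 probes (28.3%), where chance gives 2.86%. The first principal component, with 46.3% of the variance, separated the groups (exact permutation p = 0.0286, two-sided, the smallest possible). Correlations were 0.965 to 0.981 within L1, 0.987 to 0.994 within L1Mic and 0.953 to 0.971 between them, and the median SD of a probe was 0.304 in L1 and 0.169 in L1Mic. The count fell to 2488 without L1Mic replicate 1, to 2040 without L1Mic replicate 2 and to 2478 without L1Mic replicate 4. The alternative that moved it most was normexp, with 0 probes past the threshold and 2900 at an unadjusted p under 0.05 in limma. Without the 7 spots of L1Mic replicate 4 with extreme local background, up to 44476, normexp gave 6473.

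**Figure D4:**
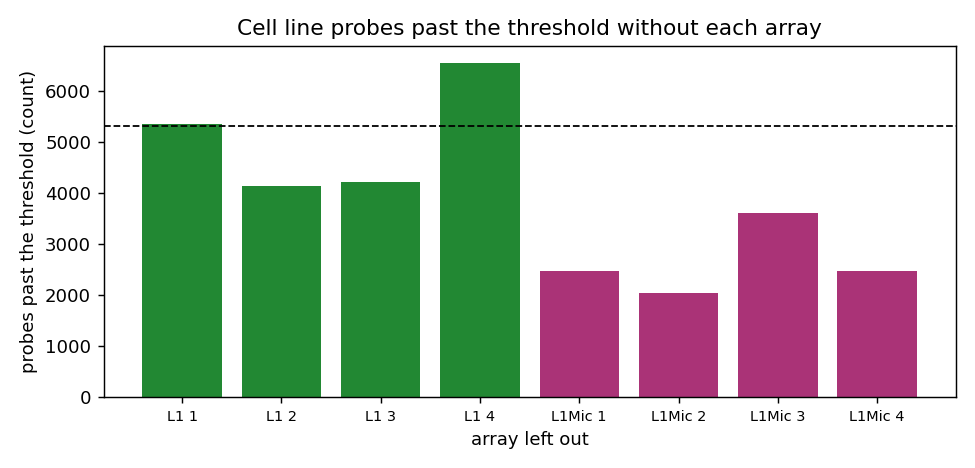
Number of cell line probes past the threshold when each array was left out, with the count from all 8 arrays, 5314, as a dashed line. The counts run from 2040 without L1Mic replicate 2 to 6565 without L1 replicate 4.

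Ranked by the fitted difference, the first rises in L1Mic were at GAGE7 (6.45 ± 0.73, log2 difference and SE, adjusted p 0.00216), SLITRK4 (at least 26.4-fold higher, adjusted p 0.000298), TRIM6 (at least 17.7-fold, adjusted p 0.00266), PTPRN2 (at least 12.3-fold, adjusted p 0.000298) and AGMAT (at least 12.2-fold, adjusted p 0.00157). The probes of the last 4 genes were not well above background on any L1 array, and GAGE7, of a family of near-identical genes, was well above background on 3 of 4. By the same ranking the first falls were at IL32 (-4.20 ± 0.97, adjusted p 0.0192), PLA2G4C (-3.72 ± 0.26, adjusted p 0.000353), EBI3 (at least 7.67-fold lower, adjusted p 0.0111), CELF6 (at least 6.84-fold, adjusted p 0.0109) and TRIM50 (at least 3.05-fold, adjusted p 0.000532). IL32 was well above background on 1 of 4 L1Mic arrays, and EBI3, CELF6 and TRIM50 on none. The fitted differences of genes that are dark in a group exceed what their bounds support, so the ranking does not show that these are the largest changes. All 4 L1Mic values lay beyond all 4 L1 values at each of these genes. IL32 no longer passed without L1Mic replicate 1 (adjusted p 0.0565), 2 (0.0540) or 4 (0.0592), with differences of -4.06, -4.22 and -3.96, and its adjusted p ran from 0.00579 to 0.779 over its alternatives. EBI3 did not pass with the authors' table (-1.87, adjusted p 0.0764, against 0.00450 to 0.852 over its alternatives). With normexp none of these genes passed, with adjusted p from 0.0673 at GAGE7 (3.62) to 0.987 at TRIM50 (0.0215). The highest adjusted p given for IL32 and EBI3 also came from normexp. Without the spots of extreme local background, normexp left each of these genes past the threshold and in the same direction.

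**Figure D5:**
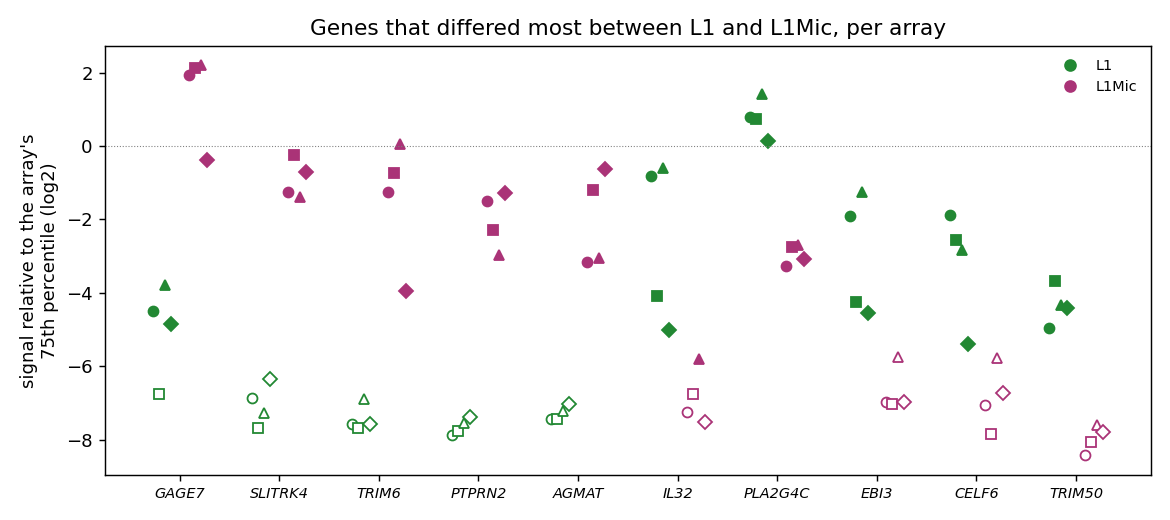
Log2 signal relative to the array's 75th percentile of the 10 genes ranked first by fitted rise and fall, on each L1 and L1Mic array. Symbols mark the replicate, and open symbols mark arrays where the probe was not well above background; the groups do not overlap at any of these genes.

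Of the study's genes, 7 were kept in the cell lines. With limma, 0 passed, over all probes or adjusted over the list alone, and 0 had an unadjusted p under 0.05. The smallest p adjusted over the list alone was 0.473, at ZEB2 (-0.43 ± 0.21, SE; -0.45 ± 0.39 in L1 and -0.88 ± 0.23 in L1Mic, SD, n = 4), where the groups overlapped. Differences were -0.22 at ZEB1, -0.17 at VIM (no overlap, exact permutation p = 0.0286), 0.16 at NEDD4, -0.03 at NEDD4L and -0.03 at FGD1, whose further probe differed by 0.15. CDH1 was well above background on 1 of 8 arrays. A further NEDD4L probe passed over all probes, at -0.90 ± 0.19 (SE, adjusted p 0.0154, no overlap), while the remaining NEDD4L probe differed by -0.0893, so the probes of this gene disagree. USP25 differed by 0.27 ± 1.17. Its L1 values were -1.97, -1.90, -2.16 and, in replicate 4, -7.60, which was not well above background, and without L1 replicate 4 the difference was -1.13 (adjusted over the list alone, p 0.0723).

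With camera and an estimated correlation, 0 of 6 lists passed in the cell lines. The proliferation list (24 of 25 genes) rose from 0.07 ± 1.00 in L1 to 1.91 ± 0.09 in L1Mic (mean log2 signal, SD, n = 4), with a median difference of 1.83, an adjusted p of 0.338 and every L1Mic array above every L1 array. It passed with fry (adjusted p 0.0236) and with the preset correlation (adjusted p 1.59e-14). The lung list (10 of 20 genes) had a median difference of -0.38, an adjusted p of 0.463 and no overlap between groups, and passed with fry only (adjusted p 0.0236). The microRNA-200 target list (35 of 50 genes) had a median difference of 0.08 (adjusted p 0.338), and the mesenchymal list (16 of 24) a median of 0.05 and a mean of 0.35 (adjusted p 0.463). The list means of both did not overlap between the groups (exact permutation p = 0.0286 each, the smallest possible). The melanocyte lineage list (14 of 20) differed by -0.58 (adjusted p 0.463). The epithelial list (11 of 26) had a median of -0.12 and a mean of 0.01 (adjusted p 0.769).

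Differences between the cell lines were then set beside those between the lungs, over 11389 probes kept on both platforms. Their correlation across probes, which are not independent, was -0.02 (Spearman -0.02), and 77 of 100 assignments of the arrays to groups gave a value at least as far from 0. The alternative that moved it most was normexp, with -0.34. With limma, the difference between the effects passed at 0 probes, with a smallest adjusted p of 0.0749 and 947 probes at an unadjusted p under 0.05, and at 6336 probes without oligometastatic replicate 1.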

Values the study reported

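The study started from 681 predicted targets of microRNA-200c and found that 180 of them ran opposite to the microRNA in expression. From these it singled out FGD1 and USP25 by the lung comparison and NEDD4L by the cell line comparison. With microRNA-200c mimics, it measured a decrease of NEDD4 by 47% and of FGD1 by 50% in L1 derived cells.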

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

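Of the tests in this part, those of mixed RNA and of exchanged arrays for the xenografts, and that of L1 replicate 4 as an L1Mic sample, were chosen only after the result was seen. A value stood apart when the gap between the highest or lowest array of a group and its nearest neighbour was large against the range of the group. Of 106 groups of values tested, 15 stood apart, where chance gives about 5.3.

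In the xenografts, oligometastatic replicate 1 stood apart from its group in the 75th percentile of its signal (6.85 on the log2 scale, with the others between 6.14 and 6.23), and in NEDD4L (1.85), TNFRSF25 (0.40) and TMEM49 (-0.42). Polymetastatic replicate 3 stood apart in USP25 (-3.64, not well above background), the microRNA-200 target list (0.40) and the mesenchymal list (1.15). Mixed human and mouse RNA may account for these. The human minus mouse signal of oligometastatic replicate 1 was 2.29, with its group otherwise between -2.63 and -1.57, and that of polymetastatic replicate 3 was -1.76, with its group otherwise between 0.37 and 1.15. An exchange of these arrays between the groups stays open as well. With both exchanged, 31261 probes passed the threshold in limma, and it was the only one of the 35 splits of these arrays with any probe past it. Lungs that happen to differ in tumour content would give the same, so the explanations cannot be told apart. A difference between the animals was not tested.

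In the cell lines, USP25 in L1 replicate 4 was -7.60, not well above background, with the other L1 arrays between -2.16 and -1.90. Loss of the chromosome segment around the gene would lower its neighbours too. The 12 kept probes of 8 other genes within 2 Mb differed from the other L1 arrays by a median of -0.23, against -5.59 for USP25. In the other L1 arrays this median lay between -0.000285 and 0.19, so the neighbours were slightly lower in replicate 4, but far too little for the fall of USP25, which argues against such a loss. L1 replicate 4 is unlikely to be an L1Mic sample, since its highest correlation with an L1Mic array was 0.969 and the lowest among L1Mic arrays was 0.987. Its mean correlation was 0.967 with the other L1 arrays and also 0.967 with the L1Mic arrays, so this array was no closer to its own group. A flawed spot remains possible. Spots with outlier marks had been left out, so the absence of a mark is no evidence. The local background of the spot was 0.929 of the array median, and the 23 adjacent spots differed by a median of 0.20. The further USP25 probe was not well above background on any array and cannot decide. A change of this gene in that line was not tested.

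The other cell line values that stood apart were ZEB1 in L1 replicate 3 (-4.29), CDH1 in L1 replicate 2 (-4.93), NEDD4L in L1 replicate 4 (2.00) and in L1Mic replicate 3 (1.92), GAGE7 in L1Mic replicate 4 (-0.39), TRIM6 in L1 replicate 3 (-6.88) and EBI3 in L1Mic replicate 3 (-5.76). The last 2 were not well above background. A flawed spot was tested by local background alone, for the same reason, and 0 of these 7 spots departed in it, with local backgrounds of 0.947 to 1.05 of the array median. A flaw that leaves the local background unchanged could still explain them. The other NEDD4L probes moved the same way, by a median of 0.43 in L1 replicate 4 and 0.53 in L1Mic replicate 3, so a flaw of a single spot is unlikely there. The other kept probe of TRIM6 moved by 0.13, against 0.73 for the spot that stood apart. That of EBI3 moved by 0.22 against 1.24. A flaw of a single spot stays open for both, and their values, not well above background, cannot decide. No biological explanation was tested for any of the 7 values, since the labels give no difference between arrays of a group.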

How the results depend on the processing

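The re-paired xenograft table, the human minus mouse covariate and normexp without spots of extreme local background were tried only after the data were seen. Leaving aside single arrays, 87 of 108 values of the main comparisons and 341 of 386 values of single genes and lists kept their direction and their side of the threshold. For counts, this means staying within 1.5 times the main count, and for the first principal component, keeping its p on the same side of the threshold. Where no cause is given below, the cause was not tested.

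The xenograft count was 0 in limma under every alternative that kept all arrays, with 191 (1 probe per gene) to 5137 (covariate) probes at an unadjusted p under 0.05, and the methods' t-test gave 1117 unadjusted. Leaving out each array gave 0 to 8393, with 0 in all but oligometastatic replicate 1. The human minus mouse difference became -1.07 with the authors' table. The number of the study's genes past the threshold became 1, USP25, with quantile normalization (-1.54), with the re-paired table (-1.49) and with the covariate (-1.37). The number of lists became 1 with the preset correlation. Scaling moved the median difference of all probes from -0.36 to -0.19 with quantile normalization and to -1.44 with scaling over human probes, which by construction lowers all probes together.

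The cell line count became 0 and the exact permutation p of the first principal component 0.971 with normexp. Both follow from the 7 spots of L1Mic replicate 4 with extreme local background, up to 44476, since normexp without such spots gave 6473 and 0.0286. Which of these spots matters was not tested. The methods' t-test gave 8853 unadjusted and 3603 after adjustment. A log2 difference of at least 1 gave 1730, fewer by construction. Leaving out each array gave 2040 to 6565. Apart from the replicate block, given below, the remaining alternatives gave 3779 to 5576. The balance of directions depended on the scaling. With quantile normalization 2633 probes were higher and 2517 lower in L1Mic, against 2284 and 3030 in the main comparison. Normexp without spots of extreme local background gave 2309 higher and 4164 lower. The number of lists past the threshold became 2 with fry and 1 with the preset correlation.

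Arrays that share a replicate number did not deviate together, except for replicate 1 of the xenografts. The correlations of their deviations were 0.515, -0.764, -0.158 and -0.465 in the xenografts and -0.0553, 0.0615, 0.0919 and 0.0635 in the cell lines, so the numbers do not pair the samples. In the xenografts the number is also the slide, so the block covers a shared slide too. With the replicate number as a block, the cell line count was 3185 and the xenograft count 0, with no other call changed.

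The correlation of effects became 0.0120 with the authors' tables, 0.10 without a filter, 0.00560 with the re-paired table and 0.00300 with matching by gene symbol. Normexp moved it most, to -0.34, with the same sign, and normexp without spots of extreme background gave -0.0511. The number of probes whose effects differed became 33 without a filter, 7 with the stricter filter, 40 with normexp without spots of extreme background and 1 with the authors' tables (PLD3, 2.00, named after its value was seen). Leaving out each array gave 0 to 6336.

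Further values changed sign. With normexp, ZEB1 became 0.34, TRIM50 0.0215, the epithelial list 0.16 and the lung list 0.0901 in the cell lines. With normexp without spots of extreme background, NEDD4L became 0.12 and USP25 -0.35 there. With quantile normalization, VIM became 0.15 in the cell lines and the microRNA-200 target list 0.0571 in the xenografts. With the authors' table, VIM became 0.13 in the cell lines. In the xenografts that table gave ZEB2 0.17, VIM -0.91, NEDD4L 0.0890, FGD1 0.26 and the microRNA-200 target, epithelial, mesenchymal, melanocyte lineage, lung and proliferation lists 0.15, 0.85, -0.59, -1.47, 0.67 and -1.26. With its columns re-paired, the target list alone differed in sign among these, at 0.0567, so the assignment of columns accounts for the rest. With the covariate, the target, epithelial and lung lists became 0.25, 0.18 and 0.14 in the xenografts. Scaling over human probes gave VIM -0.11 there. The stricter filter gave the melanocyte lineage list -0.36 in the xenografts and the mesenchymal list -0.00800 in the cell lines, no filter gave the latter -0.0560, and the median over probes gave FGD1 0.060 in the cell lines.

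Without single arrays, the sign also changed in the xenografts for the microRNA-200 target list (-0.20 to 0.13) and the epithelial list (-0.76 to 0.00677). In the cell lines it changed for NEDD4L (-0.13 to 0.0885), FGD1 (-0.0873 to 0.0113), USP25 (-1.13 to 0.77, negative only without L1 replicate 4) and the mesenchymal list (-0.0152 to 0.0874).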

Other observations

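Chosen only after the result was seen were the tests of mixed RNA behind the first principal component and the count of 0 probes, of the tumour RNA share, of the column assignment, of repeated scans and of a single array behind the proliferation list.

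The spread of xenograft arrays along the first principal component may follow from mixed human and mouse RNA, since 97.6% of mouse probes and 66.0% of human probes loaded in opposite directions. The arrays also had the same order on this component and in the human minus mouse signal, from oligometastatic replicate 4 (-2.63) to oligometastatic replicate 1 (2.29). Both values were computed from the same probes, so the shared order is not independent evidence. Each array was scaled to a percentile over the probes of both species. A broad change in the signal of a single species could therefore also move the probes of the other, which was not tested. Of human probes that loaded with the mouse probes, 6.34% were not well above background on any cell line array, against 0.0250% of the other human probes. Mouse transcripts that bind human probes could account for part of these, though most were also seen in cultured cells. Whether the share of tumour RNA differs between the groups cannot be told apart from chance with 4 lungs each (exact permutation p = 0.429, two-sided).

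The count of 0 xenograft probes in limma came beside 636 at an unadjusted p under 0.05, and 11 of the 35 splits of these arrays gave at least as many at that level, so chance cannot be excluded for it. All 35 splits gave at least 0 past the threshold, which any split must, so that comparison decides nothing. In 6 of 8 columns the authors' table matches the scanner file of another sample, so the assignment of lungs to groups differs between these sources. Taken under its own names, the table also gave 0 probes past the threshold, with 753 at an unadjusted p under 0.05, so the assignment does not by itself account for the count. With the human minus mouse signal as a covariate, 13.7% of probes had an unadjusted p under 0.05 and 0 passed. Mixed RNA may hide differences between the groups, but with the arrays at hand this cannot be told apart from an absence of large ones.

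Without oligometastatic replicate 1, 8393 probes passed. Of the human and mouse probes among them, 95.8% were human and higher or mouse and lower in polymetastatic lungs. This share is consistent with a difference in tumour content among the remaining 7 lungs, which a change in the cells of either species need not give. With the human minus mouse signal as a covariate 0 passed, with a smallest adjusted p of 0.381. In these 7 lungs that signal nearly follows the groups, so the covariate would remove most differences whatever their cause, and this 0 is no evidence for tumour content.

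DNAJA1 and HSPA1A were lower in polymetastatic lungs, and a heat shock response was tested on 8 further heat shock genes, from a list written after those genes had been seen. Their mean was 2.54 ± 1.71 in oligometastatic and 3.02 ± 0.68 in polymetastatic lungs (log2, SD, n = 4), with 4 of 8 genes lower (exact permutation p = 0.657, two-sided). The test gave no sign of such a response and, with this spread, cannot exclude it.

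In the cell lines, 1 of the 35 splits of the arrays, the real one, gave as many probes as 5314. Chance is thus unlikely, but 35 splits cannot give a share below 1 of 35 and so cannot exclude it. Each scan holds 2 arrays of each group, so the scan as a block, with 4977 probes, moves no difference between groups by design and is no test of the scan. Position on the slide is tied to the group, since L1 and L1Mic lay at different positions. Inside the groups, position gave 0 probes past the threshold in limma, and 4401 passed for the group with that term in the model, but an effect between the pairs of positions cannot be told apart from the lines. A repeat scan of the same arrays could explain why both scans carry 1 barcode, but arrays at the same position correlated at 0.979 and those of the same group at other positions at 0.982, which argues against it.

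The proliferation list was higher in L1Mic, and no single array decides it, since its median difference without any 1 array was 1.34 to 2.16. The real split gave 0 lists past the threshold on either platform, which all 35 of the 35 splits match by construction, so that comparison says nothing about chance. In the cell lines the mean of the proliferation list separated the groups (exact permutation p = 0.0286, the smallest possible). The growth state of the cultures may differ between the lines and was not tested.

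For the correlation of effects, 77 of 100 splits of both sets of arrays gave a value as far from 0, so chance cannot be excluded. The real split gave 0 probes with differing effects, which all 100 of the 100 splits match by construction, so that comparison decides nothing.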
